A study of Homo sapiens with 4 samples. Its data were reported in "FOXK2 promotes ovarian cancer stemness by regulating the unfolded protein response pathway" (2022).

How the data were processed

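RNA was sequenced from OVCAR5 cells, an established human ovarian cancer cell line, carrying either a control short hairpin RNA (shCtrl, 2 libraries) or a hairpin directed at the transcription factor gene FOXK2 (shFOXK2, 2 libraries). A short hairpin RNA is processed in the cell to a small RNA that lowers the amount of a matching transcript. The authors selected polyadenylated RNA with oligo(dT), made libraries, sequenced single-end reads on an Illumina instrument, aligned them to the human genome build hg38 with STAR and counted reads per gene with HTSeq. The authors deposited raw counts per gene symbol, one table for each library, without normalization. The strand setting of the counting and the gene annotation were not stated, so reads of genes that overlap on opposite strands could have been assigned to either or to neither. Reads that fit more than one place equally well are dropped by HTSeq in its usual setting, which lowers the counts of near-identical paralogs.

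Library totals ran from 14284005 to 21950873 counts. A floor of 3 counts corresponded to between 0.137 and 0.21 CPM, which are counts scaled to a common library total. Confidence intervals of shares of counts are 95% Wilson intervals. Intervals and floors cover counting error alone, since reads amplified by PCR without molecular identifiers are not independent molecules.

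Groups and replicate numbers were taken from the sample titles. Genes were filtered with filterByExpr, counts were scaled with the trimmed mean of M values (TMM), and the groups were compared by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, which is 2-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. This was the fit for every gene-level adjusted p-value unless another is named. The standard error (SE) of a log2 fold change was the absolute log2 fold change divided by the square root of the F statistic. CPM values were scaled with the TMM factors and are given as mean ± SD of 2 libraries. Gene lists were tested with camera of limma 3.58.1 at a fixed inter-gene correlation of 0.01, 2-sided, with adjustment over the 6 lists. With 2 libraries in each group, a permutation of labels cannot reach 0.05, so every p-value rests on the model's sharing of variance between genes.

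The lists were written before the data were examined. The UPR heatmap list holds 25 unfolded protein response (UPR) genes that the study itself displayed from these libraries, so its result is a description. The lists for the branches of the UPR, for epithelial-mesenchymal transition and for interferon-stimulated genes were assembled from general knowledge. The IRE1-XBP1 list shares ERN1, XBP1, DNAJB9, EDEM1, PDIA6 and SYVN1 with the heatmap list. The PERK-ATF4 list shares EIF2AK3 and CEBPB with it, and the ATF6 list HSPA5, CALR and OS9. The branch lists are therefore not independent of it. The transition and interferon lists were included because the study reported or displayed those pathways. The genes named in the text were fixed by rule: FOXK2, its paralog FOXK1, ERN1 and XBP1; 18 further genes listed before the data were examined, which are genes the study measured by PCR or named as FOXK2 targets together with other UPR and stemness genes (HSPA5, ATF4, ATF6, EIF2AK3, PROM1 and MYC); and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 3 and both shFOXK2 libraries on the same side of both shCtrl libraries. Genes outside the rule that are named were chosen after their values were seen. A prepared list of histone genes was not analysed here, because its symbols could not be matched without ambiguity.

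Gene positions, transcript length and base composition came from the GENCODE v44 annotation of hg38 (canonical transcript of each gene). Symbols were matched directly or through older symbols in a RefSeq gene table of assembly GRCh38.p14. Of 56655 symbols in the count tables, 36917 (65.2%) were matched. Among the 16417 tested genes, 14400 (87.7%) had a composition value, and among called genes 84.7% had one.

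The same replicate numbers occur in both groups, in the titles, and no label says what they share. The comparison was therefore fitted without a block, and again with the replicate number as a block. Other alternatives set out before the data were examined were the DESeq2 1.42.0 Wald test, the edgeR exact test, DESeq2 size factors, scaling by library size alone, no filter, a filter of at least 10 counts in every library, smooth offsets on GC content (with and without the block) or on transcript length, the glmTreat test against a minimum log2 fold change of 1, the fry test for gene lists, and leaving out each library in turn. A smooth offset on the A content of the transcript and a block with crossed replicate numbers were added after seeing the data. Offsets were fitted by lowess with a span of 0.2 for each library.

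The tests were tried on simulated counts drawn from the means and library sizes of the 16417 genes, with 200 genes changed. Of the genes simulated, 15910 passed the filter. The quasi-likelihood test recovered 94% of the changed genes, and 5.53% of its calls were false. The fit with the block recovered 93.5% and the exact test 94.5%. DESeq2, run on all 16417 genes, recovered 88.5%. When a bias on A content was added to the simulated counts, 88.5% of calls among 15868 tested genes were false without an offset and 4.62% with the A-content offset. Of 200 random lists of 25 genes among the 15910, camera called 0 at an unadjusted p-value of 0.05. The simulated genes were independent and shared a common dispersion, and the added bias was the same in both shFOXK2 libraries. In the data many more genes differed, and A content also separated replicates. The simulated rates may therefore not hold for the data. ChIP-seq data of the study were not analysed here.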

Results

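To describe how the transcriptome of ovarian cancer cells differs when FOXK2 is targeted, RNA-seq counts were compared between OVCAR5 cells transduced with a hairpin against FOXK2 (shFOXK2, n = 2 libraries) and with a control hairpin (shCtrl, n = 2 libraries). The shCtrl libraries held 21950873 and 16804525 counts, and the shFOXK2 libraries held 14284005 and 17733407. Counts were found for 25682 and 23724 genes in the shCtrl libraries and for 26780 and 30717 genes in the shFOXK2 libraries, although one shFOXK2 library was the least deeply sequenced of the 4. Mitochondrial genes took 7.79% ± 1.53 of counts in shCtrl and 9.09% ± 0.694 in shFOXK2 (SD, n = 2 each), a difference smaller than the SD between shCtrl libraries.

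Replicates resembled each other more than libraries of different groups. Across 16417 genes, Pearson's r of log2 CPM was 0.985 between the shCtrl libraries, 0.981 between the shFOXK2 libraries and 0.857 to 0.879 between groups. These are correlations across genes within pairs of libraries, and genes are not independent replicates. The first principal component carried 87.9% of the variance and the second 6.83%. The counts of replicates were not copies of one library, since the chi-square statistic of their counts was 38.1 per gene in shCtrl and 27.9 in shFOXK2, where sampling alone gives about 1.

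FOXK2, the targeted gene, was examined first. FOXK2 (ENSG00000141568.21) is a protein-coding gene on chromosome 17 of hg38, from 82519713 to 82644662 on the plus strand. Its counts were 1796 and 1499 in the shCtrl libraries and 1086 and 1084 in the shFOXK2 libraries. Expressed as CPM, FOXK2 was 86.9 ± 9.1 in shCtrl and 67.95 ± 11.9 in shFOXK2 (SD, n = 2 each). Both shFOXK2 libraries lay below both shCtrl libraries, which happens by chance for 33.3% of genes in either direction. The log2 fold change was −0.36 (SE 0.25), with an adjusted p-value of 0.257 by the edgeR quasi-likelihood test, so the fall in FOXK2 transcript was not distinguished from the spread between replicates. With the replicate number as a block the log2 fold change was −0.36 and the adjusted p-value 0.39. Among the alternatives the A-content offset moved this value most, to −0.03 with an adjusted p-value of 0.901. The range of adjusted p-values over 12 alternatives was 0.166 to 0.901. The paralog FOXK1 (ENSG00000164916.11, chromosome 7, 4682295 to 4771442) fell from 205 ± 1.81 to 92.1 ± 5.63 CPM (SD, n = 2 each), a log2 fold change of −1.16 (SE 0.23, adjusted p-value 0.00111). FOXK1 lies on the short arm of chromosome 7, where the median log2 fold change of 243 genes was −0.40 under the A-content offset. Both genes overlap other annotated transcripts, so their counts carry the uncertainty of unstated strand handling.

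**Figure D1:**
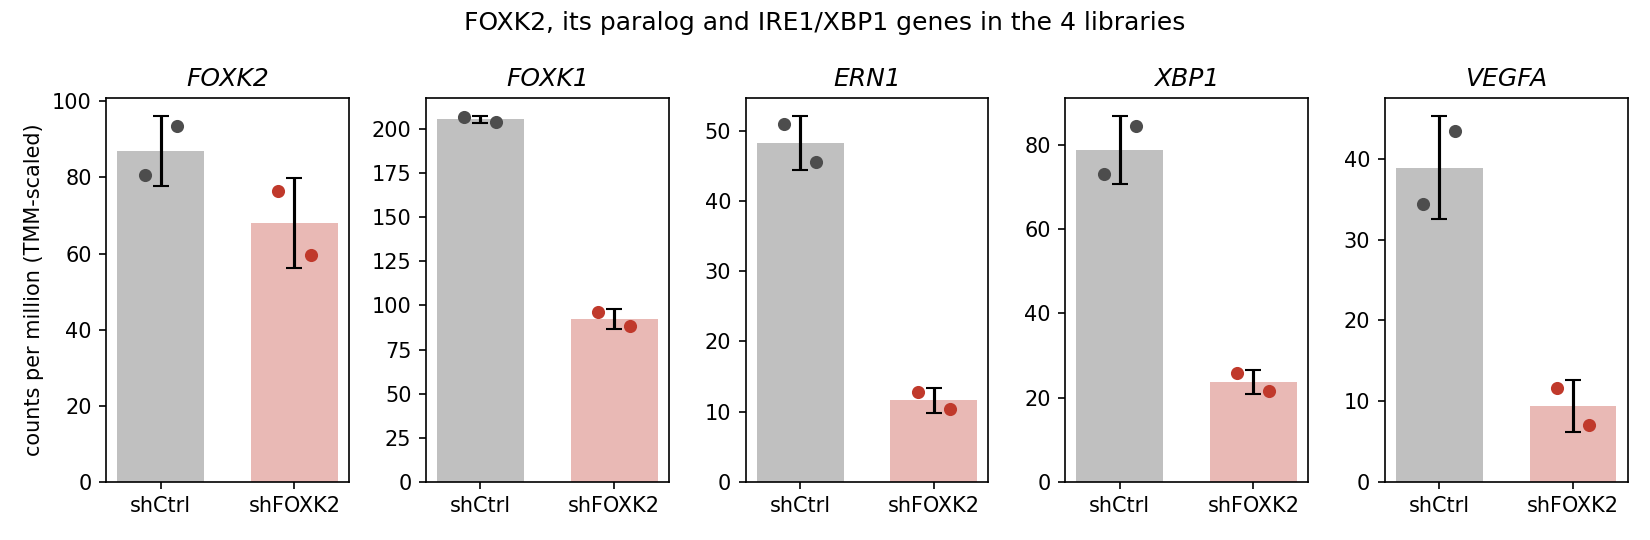
TMM-scaled CPM (vertical axes, linear from 0) of FOXK2, FOXK1, ERN1, XBP1 and VEGFA in shCtrl and shFOXK2 libraries; points are the 4 libraries, bars the group means and error bars the SD of 2 libraries. FOXK2 went from a mean of 86.9 to 67.95, a smaller change than that of ERN1, from 48.2 to 11.6.

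The breadth of the difference between groups was then counted. Of 16417 genes tested, 7940 (48.4%) had an adjusted p-value under 0.05, with 4219 higher and 3721 lower in shFOXK2. An absolute log2 fold change above 2 was reached by 2587 of these genes, 1722 higher and 865 lower. Over all 16417 tested genes, called or not, both shFOXK2 libraries lay on the same side of both shCtrl libraries for 12377 (75.4%), against 33.3% by chance. The samples with the same replicate number did not deviate together: the correlation of their deviations from the group means was −0.113. With the replicate number as a block, 7270 genes passed, of which 7133 were among the 7940. With the numbers crossed, an alternative added after seeing the data, 8350 passed. Paired differences for FOXK2 were −0.08 and −0.65 log2 CPM by number, and −0.43 and −0.29 crossed. For ERN1 they were −1.98 and −2.13 by number, and −2.29 and −1.81 crossed. Among all alternatives the count moved most under a test against a minimum log2 fold change of 1 (glmTreat), which 3386 genes passed, 2056 higher and 1330 lower.

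**Figure D2:**
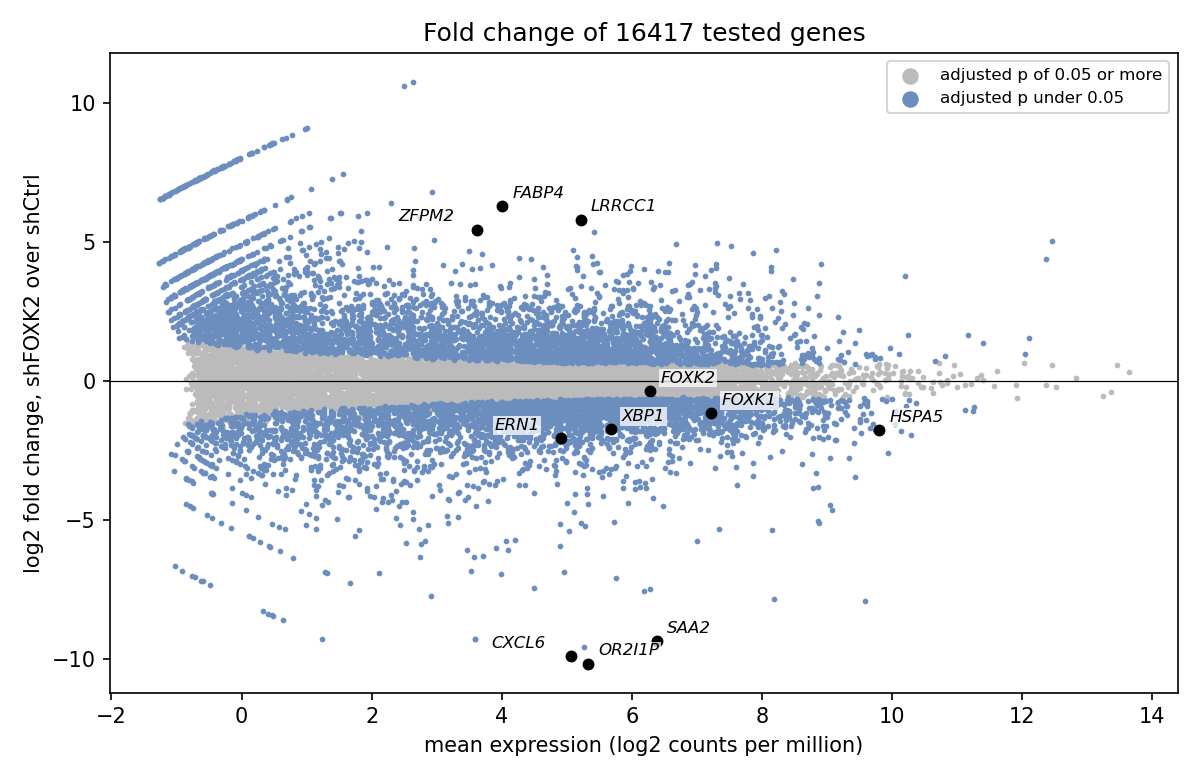
Log2 fold change of shFOXK2 over shCtrl (vertical axis) against mean expression in log2 CPM (horizontal axis) for 16417 tested genes, each a point, with 7940 genes at an adjusted p-value under 0.05 in blue and the others in grey. FOXK2 sits near 0 at −0.36, while ERN1 is at −2.06 and SAA2 is at −9.37.

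The study examined ERN1 as a FOXK2 target. ERN1 encodes IRE1α, a sensor of unfolded proteins in the endoplasmic reticulum that splices the XBP1 transcript. ERN1 (ENSG00000178607.17, chromosome 17, 64039080 to 64130819, minus strand) had 1136 and 731 counts in shCtrl and 183 and 188 in shFOXK2. It fell from 48.2 ± 3.81 to 11.6 ± 1.79 CPM (SD, n = 2 each), to 24% of control, with a log2 fold change of −2.06 (SE 0.27, adjusted p-value 6.81e-05). With the block its adjusted p-value was 1.01e-07, and its log2 fold change stayed between −2.16 and −1.73 over 12 alternatives. XBP1 (ENSG00000100219.17, chromosome 22, 28794555 to 28800597, minus strand) fell from 78.6 ± 8.07 to 23.7 ± 2.93 CPM, a log2 fold change of −1.73 (SE 0.26, adjusted p-value 0.000154). The gene counts do not separate spliced from unspliced XBP1. HSPA5, which encodes the chaperone GRP78, fell from 1377 ± 1.58 to 404 ± 82.9 CPM, a log2 fold change of −1.77 (SE 0.25, adjusted p-value 0.000107).

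Of 22 genes fixed by name before the data were examined, 20 passed the expression filter. Of these, 14 had an adjusted p-value under 0.05 over all genes, and 14 also when adjusted over the 20 alone. All 14 were lower in shFOXK2. For many of them this is a description, since the study named or displayed them from these same libraries. ERN1, KDM3A, ATXN1, IGF1R and KLF9 came from its overlap of FOXK2 binding with genes that changed here. Its heatmap held ERN1, XBP1, HSPA5 and EIF2AK3, and it displayed reads of JUNB and DDIT4. Besides FOXK1, ERN1, XBP1 and HSPA5, the genes HIF1A, VEGFA and DDIT4, measured by the study downstream of XBP1, had log2 fold changes of −1.38, −2.06 and −2.04. KDM3A, ATXN1, IGF1R and KLF9, named by the study as FOXK2 targets, had log2 fold changes of −1.12, −1.69, −2.14 and −2.42. JUNB, EIF2AK3 and MYC had log2 fold changes of −1.65, −1.61 and −1.05. The adjusted p-values of these 10 genes ran from 2.12e-05 for IGF1R to 0.00672 for KDM3A. HIF1A differed between the shCtrl libraries, at 14103 and 5179 counts. Not past the threshold were FOXK2, ATF4 (log2 fold change −0.22, adjusted p-value 0.476), ATF6 (−0.56, 0.117), POU5F1 (0.67, 0.177), PROM1 (−0.45, 0.514) and ALDH1A1 (0.29, 0.641). ALDH1A1 had 533 and 296 counts in shCtrl but 138 and 762 in shFOXK2, so the shFOXK2 replicates lay on both sides of the controls. Its log2 fold change, and that of ATF4, changed sign under some alternatives. SOX2, with 7, 8, 3 and 8 counts, did not pass the filter, and NANOG had 0 counts in each library, where the smallest level the depth could show was between 0.137 and 0.21 CPM.

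Gene lists were compared with the remaining tested genes to ask whether the UPR as a whole, or one of its branches, differed. The 25 UPR heatmap genes had a median log2 fold change of −1.61 (camera adjusted p-value 2.89e-09), with 22 lower and 3 higher, each past the threshold. In the IRE1-XBP1 list the median was −0.58 (0.00103), with 22 of 25 genes lower. Of those 12 were past the threshold, as was 1 higher gene. The PERK-ATF4 list had a median of −0.88 (0.00856), with 13 of 19 tested genes lower. Of those 11 were past the threshold, as were 2 higher genes. For the ATF6 list the median was −0.69 (0.00123), with 11 of 14 lower, 8 of those past the threshold, and 0 higher genes past it. Adjusted over each list alone, 25, 14, 14 and 8 genes of these lists passed. The 33 tested epithelial-mesenchymal transition genes had a median of −0.70 (0.0016), 23 of them lower. Past the threshold were 13 lower and 4 higher transition genes, the higher ones being VIM, ZEB1, TPM2 and AREG. The list was thus mixed, and its median ran from −0.73 to −0.31 over 11 alternatives. Of the 40 interferon-stimulated genes, 38 were lower and the median was −1.28 (2.78e-09), with 24 lower and 1 higher past the threshold. Adjusted over each of these lists alone, 18 and 25 genes passed. With the replicate number as a block (correlation of same-numbered deviations −0.113), the camera adjusted p-values were 1.49e-08 for the UPR heatmap list, 0.00168 for the IRE1-XBP1 list, 0.0136 for the PERK-ATF4 list, 0.00168 for the ATF6 list, 0.00168 for the transition list and 1.32e-09 for the interferon list. The PERK-ATF4 list alone crossed the threshold under an alternative, with an adjusted p-value of 0.0749 by fry. Differences between the lists were not tested.

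**Figure D3:**
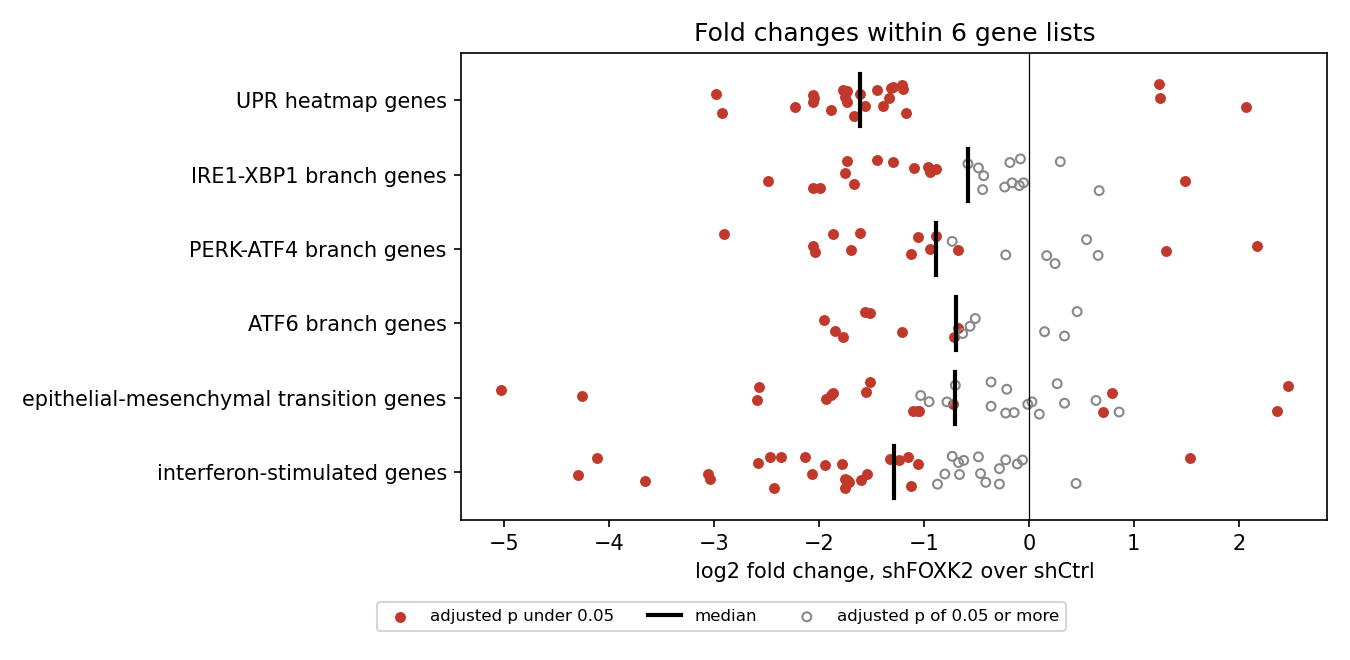
Log2 fold change of shFOXK2 over shCtrl (horizontal axis) for each tested gene of 6 lists (rows); filled points are genes with an adjusted p-value under 0.05, open points the others, and black lines the list medians. The medians lie below 0 in each list, from −1.61 for the UPR heatmap genes to −0.58 for the IRE1-XBP1 genes.

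Among genes with a mean log2 CPM of at least 3, the largest falls were to levels near the limit of detection. OR2I1P (chromosome 6, 29550407 to 29557773) had 1622 and 1377 counts in shCtrl and 1 and 1 in shFOXK2, at least 376-fold lower (adjusted p-value 6.8e-08). It overlaps UBD and GABBR1, so its reads could belong to either. CXCL6 (chromosome 4, 73836640 to 73849064) went from 1482 and 1056 counts to 2 and 0, at least 313-fold lower. C15orf48 (chromosome 15, 45430579 to 45448761) went from 1527 and 1372 counts to 3 and 0, at least 365-fold lower. MIR3142HG, a long noncoding RNA gene that hosts MIR146A (chromosome 5, 160438594 to 160487426), went from 594 and 329 counts to 0 and 1, at least 112-fold lower. SAA2 (chromosome 11, 18239223 to 18248668) went from 3799 and 2591 counts to 0 and 8, a log2 fold change of −9.37 (SE 0.54). This value was −14.52 without shFOXK2 replicate 2 and −8.54 without shFOXK2 replicate 1. The size of the fall, though not its direction, thus depends on single libraries. SAA2 shares sequence with its paralog SAA1 and overlaps SAA2-SAA4, so its count is uncertain. The adjusted p-values of CXCL6, C15orf48, SAA2 and MIR3142HG were 2.19e-07, 2.19e-07, 2.19e-07 and 4.24e-07.

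The largest rises among such genes were FABP4, HELLPAR, LRRCC1, ZFPM2 and CCDC18. LRRCC1 (chromosome 8, 85107215 to 85146080) went from 1.26 ± 0.632 to 72.8 ± 10.3 CPM (SD, n = 2 each), a log2 fold change of 5.81 (SE 0.38, adjusted p-value 4.24e-07). CCDC18 (chromosome 1, 93179919 to 93278730) had a log2 fold change of 5.35 (SE 0.33). Their transcripts were 38.8% and 40.1% A, and under the A-content offset, the alternative that moved them most, their log2 fold changes were 2.97 and 2.12. HELLPAR, a long noncoding RNA gene, and ZFPM2 had log2 fold changes of 5.94 and 5.46. HELLPAR overlaps IGF1 and PMCH. FABP4 had 8 and 7 counts in shCtrl but 25 and 1108 in shFOXK2, so its log2 fold change of 6.30 (SE 1.18) rested mostly on one library. FABP4, LRRCC1 and ZFPM2 lie on the long arm of chromosome 8, where the median log2 fold change of 333 genes was 0.56 under the A-content offset.

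Fold changes also followed the base composition of transcripts. Across 13112 protein-coding genes, which are not independent replicates, Spearman's rho of log2 fold change was 0.34 with A content, −0.28 with GC content and −0.03 with transcript length, out of 8 sequence properties examined. Genes with under 22% A had a median log2 fold change of −0.33 (3616 genes), those with 30 to 32% A had 0.46 (1626 genes), and those with 35% A or more had 2.44 (178 genes, of which 95.5% rose). The relation had the same sign in each pair of an shFOXK2 with an shCtrl library, with rho from 0.17 to 0.48. It was also present between replicates, at 0.67 for shCtrl replicate 1 over 2 and −0.26 for shFOXK2 replicate 1 over 2. MALAT1, a nuclear noncoding RNA, took 0.0427% (95% Wilson interval 0.0419 to 0.0436) and 0.0239% (0.0231 to 0.0246) of counts in shCtrl, and 1.19% (1.18 to 1.20) and 1.02% (1.02 to 1.03) in shFOXK2. HSP90AA1 took 0.0470% ± 0.00208 in shCtrl and 1.02% ± 0.0778 in shFOXK2 (SD, n = 2 each). MALAT1 and HSP90AA1 were chosen after their values were seen.

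**Figure D4:**
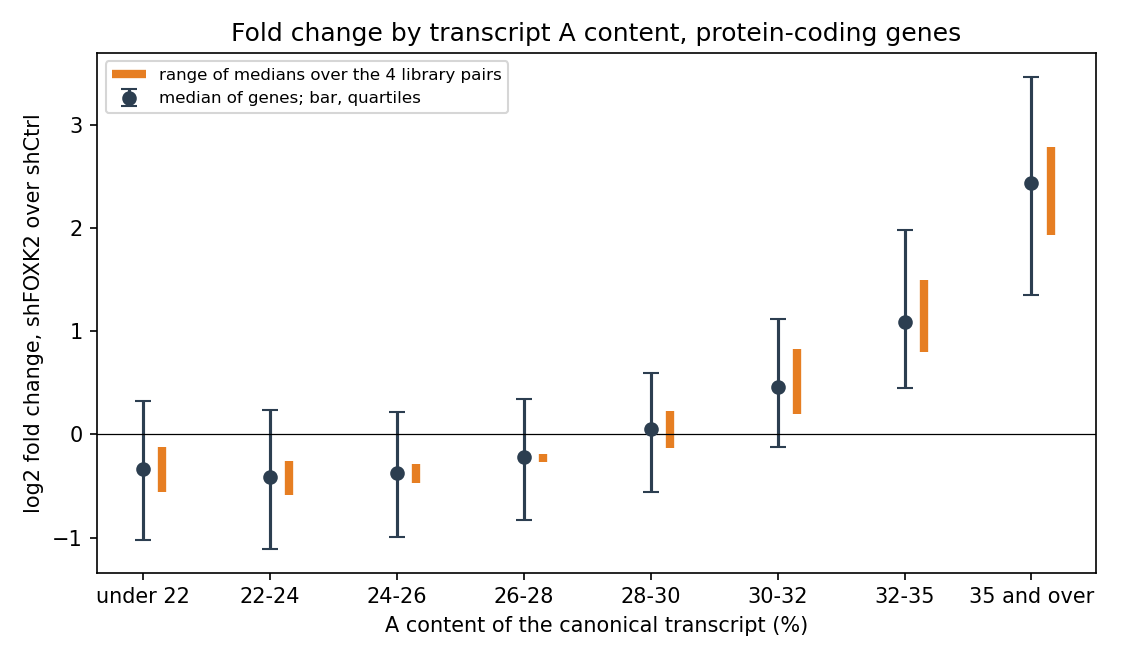
Median log2 fold change of shFOXK2 over shCtrl (vertical axis) of protein-coding genes grouped by the A content of the canonical transcript in percent (horizontal axis); dark points are medians with quartile bars, and orange bars span the medians of the 4 pairs of single libraries. Medians go from −0.33 in genes with under 22% A to 2.44 in genes with 35% or more.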

Values the study reported

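The study reported 7410 genes with different expression between shFOXK2 and control OVCAR5 cells at a false discovery rate under 0.05. Of these it counted 3533 as lower and 3877 as higher after FOXK2 was targeted. It also reported 237 genes that were differentially expressed and held a FOXK2 binding site, with 164 of them lower in shFOXK2 cells. Its figure legend gives a log2 fold change above 2 as a further cutoff for this overlap. By that legend, the 237 genes were not drawn from all 7410.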

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

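The count of genes past the threshold stayed within 1.5 times of 7940 under 12 alternatives, from 6008 with at least 10 counts in every library to 9207 with no filter, and the share that rose stayed between 51% and 55%. Under glmTreat with a minimum log2 fold change of 1 it was 3386, because that test asks for a larger change. The count with an absolute log2 fold change above 2 fell to 1099 with at least 10 counts in every library, a filter that removes genes absent from one group, and was 3770 with no filter. Of the 7940 genes, 7024 were also called by DESeq2, 7133 with the replicate block and 6673 with the A-content offset. Of the 6673, 6636 had the same direction. No counts of calls were made with one library left out, since one group then has a single library. The sign of the change is no check either, since for 7938 of the 7940 genes both libraries of one group already lay on one side of both of the other, so leaving one out could hardly reverse it.

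FOXK2 was lower but not past the threshold under each of its 12 alternatives, with log2 fold changes from −0.46 to −0.03, and from −0.55 to −0.23 across the 4 fits that each left out one library. ERN1 passed under each of its 12 alternatives, and its log2 fold change ran from −2.22 to −1.95 across the 4 fits. The gene lists kept a median below 0 and an adjusted p-value under 0.05 under each of 11 alternatives, except the PERK-ATF4 list, whose adjusted p-value was 0.0749 by fry with the median at −0.88 (range of adjusted p-values 4.57e-05 to 0.0749). The cause was not tested. Across the 4 fits that each left out one library, the medians ran from −1.71 to −1.57 for the UPR heatmap list, from −0.72 to −0.59 for the IRE1-XBP1 list, from −1.16 to −0.61 for the PERK-ATF4 list, from −0.96 to −0.65 for the ATF6 list, from −0.75 to −0.52 for the transition list and from −1.53 to −1.23 for the interferon list.

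For the other named genes, over alternatives that left out no library, 315 values kept their direction and their side of the threshold, 5 became stronger and 7 reversed. ALDH1A1 reversed to −0.037 with the replicate block, −0.24 with the GC offset and the block, −0.19 with the A-content offset and −0.022 with the crossed block. ATF4 reversed to 0.12 with the GC offset, 0.12 with the GC offset and the block, and 0.11 with the A-content offset. Neither gene passed the threshold in any alternative, and the cause was not tested. ATF6 passed in 3 alternatives and POU5F1 in 2, each with an offset on composition. Over fits that left out one library, 8 values of named genes moved by more than the spread between replicates and 104 did not. Among the 104 was ALDH1A1, whose replicates spread widely: its log2 fold change of 0.29 became −1.17 without shFOXK2 replicate 2 and 0.98 without shFOXK2 replicate 1, so its direction rests on a single library.

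Offsets on composition changed the centre of the comparison. Fold changes of the tested genes shifted by a median of 0.17 with the A-content offset and 0.13 with the GC offset, and by −0.10 with no filter. Relative to those shifts ERN1 and the UPR lists remained lower. Depth limits the largest falls, whose size cannot be measured below 3 counts, and the stem cell genes SOX2 and NANOG, which were too sparse to test.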

Other observations

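The tests on inflammatory genes, on chromosome arms, on replicate composition, on A-rich windows, on length, on reads of FOXK1, on detection and on markers lost from shFOXK2 were chosen only after the result was seen. The tests on mitotic genes, nuclear RNA, untranslated regions, composition for FOXK2 and the UPR, windows of neighbouring genes and cell type markers gained in shFOXK2 were set before their results were seen.

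The largest falls included genes of inflammation (CXCL6, SAA2 and the host gene of MIR146A). A list of 32 other targets of the transcription factor NF-κB was therefore tested, and 31 passed the filter. All 31 were lower in shFOXK2, each with an adjusted p-value under 0.05, and the median log2 fold change was −5.20 (camera p-value 2.01e-48, not adjusted since this list was tested alone). With the A-content offset the median was −5.03 and the camera p-value 7.65e-53. The list moved by 0.17, as much as the median of all tested genes, so the offset left it unchanged relative to them. Protein-coding genes outside the list, matched to the 31 genes within 0.5 points of A content, had a median log2 fold change of −0.32, far short of the change in the list, so A content alone would not give it. Examples are IL6, with 491 and 368 counts in shCtrl against 6 and 0 in shFOXK2, CXCL8 with 2984 and 1263 against 20 and 4, and C3 with 33428 and 24724 against 150 and 41. This is a much larger change than that of ERN1 or of any UPR list. One hypothesis is that NF-κB signalling was active in the shCtrl cultures and nearly silent in the shFOXK2 cultures. Whether FOXK2 targeting, culture conditions or a difference between the cell populations set that state cannot be told apart, since both libraries of a condition may come from one transduced population and the labels give no batch.

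Fold changes were shared along chromosome arms. After the A-content offset, the median log2 fold change was 0.65 for 372 genes of 16p but −0.03 for 303 genes of 16q, and 0.56 for 333 genes of 8q but −0.04 for 171 genes of 8p. It was −0.55 for 276 genes of 20q but −0.06 for 124 genes of 20p, and −0.40 for 243 genes of 7p but 0.00 for 446 genes of 7q. The 4 pairs of single libraries gave 0.58 to 0.63 for 16p, 0.56 to 0.58 for 8q, −0.59 to −0.50 for 20q and −0.47 to −0.40 for 7p. The SD of the medians of 41 arms was 0.202, which is 2.74 times its mean over 100 shuffles of gene order and above the largest shuffle (0.0982). The same ratio was 1.80 between the shCtrl replicates and 1.05 between the shFOXK2 replicates. The SD between the shCtrl replicates, 0.0367, was also above its largest shuffle (0.029), though far below 0.202. Between the shFOXK2 replicates the SD was 0.0304, below its largest shuffle (0.0446). Arm medians related weakly to the median GC content of the arm (Spearman's rho 0.28 across arms), which goes against leftover composition bias. A candidate explanation is that the shFOXK2 and shCtrl populations differ in the copy number of whole arms, as clones of an unstable cell line may after selection. A test set earlier, on windows of 50 neighbouring genes, gave a ratio of 1.58, short of the factor of 2 required beforehand. It was 1.54 between the shCtrl replicates and 1.10 between the shFOXK2 replicates, so this ratio does not set the groups apart from the shCtrl replicates. The SD of the window medians between groups, 0.267, was above the largest shuffle (0.182). The lowest windows lay on chromosomes 20 (−0.76 and −0.68) and 7 (−0.70). The highest lay on chromosomes 16 (0.89 and 0.75) and 8 (0.89), so these are the chromosomes of the arms above. DNA was not measured in these libraries, so copy number remains a hypothesis. FOXK2 and ERN1 lie on 17q, where the median was 0.07, and FOXK1 lies on 7p, one of the lower arms.

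Some genes were expressed in one group and at or under 3 counts in both libraries of the other. Over 5 CPM in both shCtrl libraries and at the floor in shFOXK2 were 10 genes, among them CXCL5, FGA, HLA-DRA and S100A9, and 3 genes were in the opposite state. Reads from another cell type were tested with 20 markers of endothelial, stromal, adipocyte and immune cells. Of these, 1 (FABP4) went from under 1 CPM in both shCtrl libraries to over 1 CPM in both shFOXK2 libraries, which gives little sign of such cells in the shFOXK2 libraries. In the other direction, 2 markers (CDH5 and PDGFRB) went from over 1 CPM in both shCtrl libraries to under 1 CPM in both shFOXK2 libraries. PDGFRB had 5.69 and 5.42 CPM in shCtrl against 0.141 and 0.439, and CDH5 had 3.41 and 2.06 against 0 and 0. PECAM1 fell from 6.90 and 5.61 to 0.633 and 1.59. Some other markers of the same cell types were near 0 in shCtrl. KDR, DCN and PTPRC were at 0 and 0 CPM, and VWF was at 0.314 and 0.0623. COL3A1 was at 0.0896 and 0, and LUM at 0.179 and 0.0623. The immune marker CD14 was not, with 17.4 and 22.3 CPM in shCtrl against 8.72 and 9.23 in shFOXK2. Nor was the stromal marker COL1A1, with 14.5 and 13.4 against 15.9 and 12.6. Markers of the same cell type disagreed and 2 were lost, so the test cannot decide on endothelial, stromal or immune cells in the shCtrl cultures. Another cell line or clone, tested by the window ratio of 1.58, is not excluded, given the arm medians above.

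The rise of fold change with A content had several explanations left. A bias that varies from library to library is one, since replicates of shCtrl differed along A content with a rho of 0.67, more than the groups did at 0.34. Capture of internal A-rich stretches during oligo(dT) selection is another. Within bins of equal A content, genes with at least 15 overlapping 20-base windows of at least 15 A were compared with genes holding fewer. Their log2 fold changes were 0.28 higher, against 0.07 for T-rich windows, a difference of 0.21. Genes with only a few such windows were in the comparison group, so the mere presence of a window was not tested. More cells in mitosis could also contribute, since mitotic genes of low A content rose as well (median 0.81, 23 of 24 genes higher). More nuclear RNA could contribute too, since 6 nuclear-retained RNAs other than MALAT1 had a median of 1.92, 5 of them higher, with MALAT1 itself at 5.03. Transcript length was not related (rho −0.03), and 3 prime UTR A content (rho 0.26) was related less than coding-sequence A content (0.34). The pattern cannot be told apart from a technical bias. More genes were detected in shFOXK2 even when each library was drawn down to 14284005 counts, with 24010 and 23104 genes in shCtrl against 26780 and 29575 in shFOXK2, a gap of at least 2770, which sequencing depth does not account for. The other explanations were not tested for that gap.

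FOXK2 transcript was lower by an amount within replicate error while its paralog FOXK1 fell further. Composition bias hiding a fall was tested with the A-content offset, under which FOXK2 had an adjusted p-value of 0.901 (range over alternatives 0.166 to 0.901), so the offset made the fall smaller. Reads of FOXK1 counted as FOXK2 would need FOXK1 to hold steady or rise, and FOXK1 changed by −1.16. Its fall was −0.80 with the A-content offset, and the median of its arm 7p was −0.40 under that offset, so a lower arm may account for part of the fall of FOXK1. A mislabelled library could not be tested beyond the fact that replicates grouped by label. These counts measure transcript and not protein, and FOXK2 protein was not analysed here. The study itself reported FOXK2 lower in shFOXK2 OVCAR5 cells by PCR and by Western blot, outside these libraries. It addressed off-target effects of the hairpin by restoring murine Foxk2, an experiment these libraries do not cover. Composition was weighed for the lower UPR lists with the A-content offset. The IRE1-XBP1 list went from a median of −0.58 to −0.71 with an adjusted camera p-value of 0.000146 (range over alternatives 1.95e-07 to 0.0231), and the ATF6 list from −0.69 to −0.83. The UPR heatmap list shrank from −1.61 to −1.41 and the PERK-ATF4 list from −0.88 to −0.52, with an adjusted p-value of 0.0219 for the latter (range over alternatives 4.57e-05 to 0.0749). All tested genes shifted by a median of 0.17 under this offset, which is most of the move of the UPR heatmap list. Relative to them that list moved little, and its adjusted camera p-value was 1.29e-10. Its genes had a median of 25.1% A and quartiles of log2 fold change of −1.88 and −1.29. Protein-coding genes with 24 to 26% A had quartiles of −0.99 and 0.22. The study displayed this list from these libraries, and each of its genes passed the threshold. Genes picked for their change would lie apart from unselected genes whatever the cause. The quartiles therefore cannot decide whether A content alone lay behind the fall in the UPR heatmap list. Composition may account for part of the fall in the PERK-ATF4 list, which moved further. All 4 lists stayed past the threshold under this offset. Whether they follow from FOXK2, from the inflammatory state or from a difference between the cell populations may not be decided from these libraries.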
